A study of Homo sapiens with 4 samples. Its data were reported in "Disease-related p63 DBD mutations impair DNA binding by distinct mechanisms and varying degree" (2023).

How the data were processed

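ATAC-seq, in which a transposase cuts and tags accessible DNA for sequencing, was performed by the authors in BJ cells, an established line of human fibroblasts, that carried doxycycline-inducible retroviral constructs. The 4 samples formed 2 groups of 2 replicates by their labels: cells expressing KLF4 alone (CTR) and cells expressing ΔNp63α together with KLF4 (p63). Per the study's methods, the same polyclonal lines were induced anew for each replicate. The authors mapped the reads to hg38 with Bowtie2 and called peaks with MACS2 from both replicates of a group, and deposited 1 peak list per group. The version and options of MACS2, the removal of duplicate reads, the shift of reads for the transposase and the use of a list of excluded regions were not stated. The peak names of each list carry a single alignment name built from a pair of inputs, and whether these were the replicates or the mates of 1 library was not stated. The lists hold no value per replicate, so no spread between replicates could be given for any result.

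In the lists deposited by the authors, the fold enrichment of a peak is the pileup at its summit plus 1, divided by the local background plus 1. Each peak further had a −log10 p, a −log10 q and the distance of the summit from the start of the peak in bp. These values belong to the authors' peak caller, were not scaled between the lists, and were used to describe, rank or filter peaks within 1 list. The exceptions are the background coverage solved from them and the ranks of paired regions within each list, which were set against those of the other list. The deposited −log10 q started at 1.31 in the CTR list and at 1.30 in the p63 list. All peaks lay on sequences of the hg38 reference and none ran past the end of a sequence. Coordinates are 1-based and refer to GRCh38.

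Peaks on chromosomes 1 to 22, X and Y with a −log10 q of 10 or more were analysed, which is the threshold the study used for its comparison. The 2558 CTR peaks and 2808 p63 peaks on other sequences were left out. Overlaps of at least 1 bp were found with bedtools 2.31.1. A peak without an overlapping peak of the other list at the threshold was called list-only (CTR-only or p63-only), and the others were called shared. List-only peaks were further divided into those that overlapped a peak of the other list below the threshold and those that overlapped none at any threshold (absent). Shares are given with 95% Wilson intervals, which cover counting error only.

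Annotation was taken from GENCODE release 44. A peak was a promoter peak when its summit lay within 3 kb of an annotated transcription start site (TSS), intragenic when it lay in a gene otherwise, and intergenic in the remaining cases. Sequences within 100 bp of each summit were read with pysam 0.24.0 and scanned for the p53/p63 family site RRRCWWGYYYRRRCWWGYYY, of 20 bp, with the C and G of both cores fixed and at most 3 mismatches at the other 16 positions. The other motifs were TGASTCA (AP-1), GGGYGKGGC (KLF) and RCATTCCW (TEAD) with 0 mismatches and CCASYAGRKGGCR (CTCF) with at most 1 mismatch, on both strands. Windows of the same size 2 kb to either side of the summit gave the background.

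Peaks are not replicates, so no p-value was computed across them. The feature shares of list-only and shared peaks of the same list were compared, and the position of the observed share among 10000 random reassignments of the list-only label describes these lists alone. Labels were reassigned over the whole list for promoters and within GC deciles for motifs. For the motifs other than the p63 site, the difference printed as GC-matched is the list-only share minus the shared share weighted to the same GC deciles. The number of chromosomes with the same direction was counted over the 23 chromosomes with at least 50 list-only peaks, which left out Y. List-only peaks within 50 kb of a TSS of 40 keratinocyte and 40 fibroblast genes, each peak counted once, were compared with 10000 random gene lists matched on the number of regions near each gene, and the shares of random lists as extreme were adjusted by Benjamini-Hochberg over the 4 comparisons. The gene lists were written from general knowledge of both cell types, and all of their genes were found in the annotation.

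The named loci followed a fixed rule: TP63 and KLF4 as the expressed genes and KRT14 and DSP as targets measured by the study, each with the list-only peaks within 50 kb of a TSS, and from each list the 5 absent peaks with the highest −log10 q. The groups, the comparisons, the motifs, the gene lists, this rule and the alternatives listed next were fixed before the data were examined. They were another threshold, another overlap rule, equal numbers of top-ranked peaks, all sequences, merging of touching peaks, other promoter, motif and gene windows, other mismatch limits, a single decamer in place of the full site, and reassignment within deciles of −log10 q. Reassignment of promoter labels within GC deciles, the keratinocyte list without TP63 and the count of pairs of a region and a gene were added after the data had been seen.

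Read totals were not part of the deposited files. MACS2 computes its fold enrichment and −log10 p from a whole pileup and a background coverage, and both were solved for each peak, to within 0.0001 of the −log10 p for 99.8% of CTR peaks and 99.7% of p63 peaks. The lowest background coverage found in a list was taken as its genome-wide background. This comparison assumes that the same options were used for both lists.

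Scripts were tested on simulated data: 4000 of 4000 simulated peaks were called correctly as shared or list-only, 200 of 200 planted sites were found, 5000 of 5000 pileups were recovered, and 200 of 200 gene windows were counted correctly. With no effect, 4 of 100 simulated features fell outside the central 95% of reassignments, and with 2 percentage points added 100 of 100 did, with a mean recovered difference of 1.97 percentage points. For the windows along the chromosomes, 3 of 20 lists with random labels held a window called extreme at the 5% limit, and so did 12 of 200 in a larger simulation added after the data had been seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, samtools 1.23.1 and matplotlib 3.10.9 were used.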

Results

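Chromatin accessibility was compared between BJ fibroblasts expressing KLF4 alone (CTR) and BJ fibroblasts expressing ΔNp63α and KLF4 (p63). Each group had 2 samples, and the authors deposited 1 peak list per group. All values below therefore describe these lists and carry no error between replicates. The CTR list held 103700 peaks and the p63 list 112294 peaks, of which 101142 and 109486 lay on chromosomes 1 to 22, X and Y. The background coverage recovered from the peak caller's values was 1.18 in the CTR list and 1.13 in the p63 list, a p63/CTR ratio of 0.957. Among peaks with a −log10 q of 10 or more, the median pileup at the summit was 33 reads in both lists and the lowest was 15 reads. This floor belongs to the threshold and not to the deposited lists, which also hold weaker peaks.

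The expressed genes were examined at first. TP63 (ENSG00000073282.14, chromosome 3, 189631389 to 189897276, plus strand) had a peak in the p63 list at 189808277 to 189808467 that lay wholly within exon 4 of the canonical transcript (189808272 to 189808526), with a fold enrichment of 14.6 and a −log10 q of 29.9. A further peak of the p63 list at 189894268 to 189894476 lay within the coding part of exon 14 (189894206 to 189894499), with a fold enrichment of 7.99 and a −log10 q of 11.8. The CTR list held no peak in a TP63 exon, and its 6 peaks within the gene lay in introns. Of the 14 coding exons, 4 were at least as long as the shortest deposited peak of 148 bp. Within 50 kb of a TSS of TP63, 1 CTR-only region was found, in an intron at 189772679 to 189773589, and it overlapped a p63 peak below the threshold. KLF4 (ENSG00000136826.15, chromosome 9, 107484852 to 107490482, minus strand) had a peak within exon 3 (107487295 to 107488267) in both lists, at 107487336 to 107488177 in the CTR list and at 107487297 to 107488172 in the p63 list. Its fold enrichment was 6.07 in the CTR list and 8.37 in the p63 list. No p63-only region lay within 50 kb of KLF4, and 1 CTR-only region lay in intergenic sequence at 107480462 to 107481211.

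**Figure D1:**
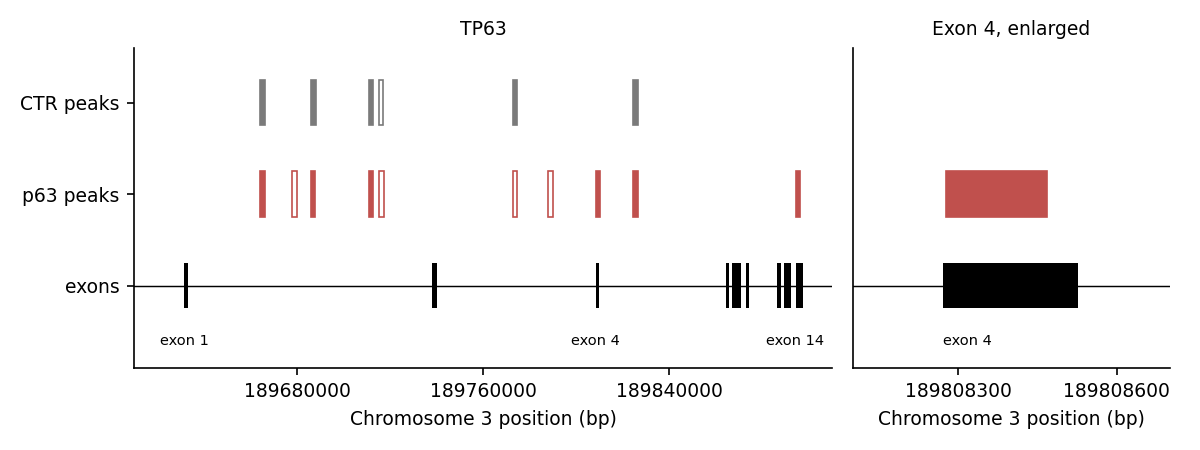
Peaks of the CTR and p63 lists along TP63 on chromosome 3 (position in bp), with peaks of −log10 q of 10 or more filled, weaker peaks open, exons of the canonical transcript in black, exon 4 enlarged at the right, and narrow marks widened in the left panel to be visible. The p63 list holds a peak inside exon 4 and a peak inside exon 14, and the CTR list holds none in an exon.

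To learn how many regions were open in each condition, peaks at the threshold were counted. There were 56680 open regions in the CTR list and 62343 in the p63 list, a ratio of 1.10, and they covered 36.7 Mb and 38.6 Mb. The median width was 575 bp in the CTR list and 542 bp in the p63 list. With all deposited peaks the numbers were 101142 and 109486, which was the alternative that moved them most.

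The lists were intersected to divide the regions into those open in both conditions and those open in a single condition. In the CTR list 47341 of 56680 regions were shared (83.5%, 95% Wilson interval 83.2 to 83.8%) and 9339 were CTR-only. In the p63 list 47412 of 62343 regions were shared (76.1%, 75.7 to 76.4%) and 14931 were p63-only. The number of p63-only regions was 1.60 times that of CTR-only regions. Over the 23 chromosomes counted, the CTR-only share ranged from 8.59% to 22.5% of the CTR list and the p63-only share from 17.1% to 27.5% of the p63 list. Many list-only regions were present in the other list below the threshold. This held for 7475 CTR-only and 7472 p63-only regions, whereas 1864 CTR-only and 7459 p63-only regions overlapped no peak of the other list at any threshold, a ratio of 4.0. List-only regions were weaker and narrower than shared regions of the same list. The median −log10 q was 12.6 for CTR-only against 26.4 for shared regions of the CTR list, and 14.5 for p63-only against 27.6 for shared regions of the p63 list. The median GC content within 100 bp of the summit was 44.8% in CTR-only and 49.3% in p63-only regions, against 50.7% in shared regions of either list. With the requirement of absence at any threshold, the shared share rose to 96.7% of the CTR list and 88% of the p63 list.

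**Figure D2:**
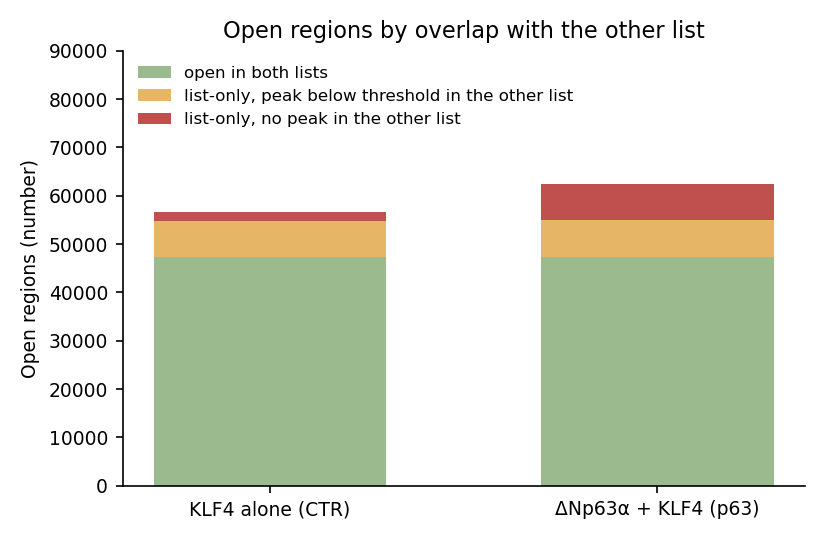
Number of open regions in the CTR and p63 lists, stacked by overlap with the other list. The bars hold 47341 and 47412 shared regions, 7475 and 7472 list-only regions with a weaker peak in the other list, and 1864 and 7459 list-only regions without any.

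The genomic location of the regions was then compared. Promoters held 24.5% of CTR-only regions (95% Wilson interval 23.7 to 25.4%) and 43.5% of shared regions of the CTR list (43.1 to 43.9%). In the p63 list, promoters held 26.0% of p63-only regions (25.3 to 26.7%) and 43.6% of shared regions (43.1 to 44%). The differences of −19 and −17.6 percentage points were lower than in all 10000 random reassignments of the label, and the promoter share of list-only regions was lower in 23 of 23 chromosomes in either list. Intragenic regions made up 47.9% of CTR-only and 46.0% of p63-only regions, against 35.2% of shared regions in both lists. Intergenic regions made up 27.6% of CTR-only and 28.0% of p63-only regions, against 21.3% and 21.2% of shared regions. The alternative that moved the CTR difference most was the comparison within GC deciles, which was added after the data had been seen and left −5.24 percentage points. For the p63 list it was the comparison within deciles of −log10 q, which left −7.29 percentage points. Both remained lower than the central 95% of reassignments.

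**Figure D3:**
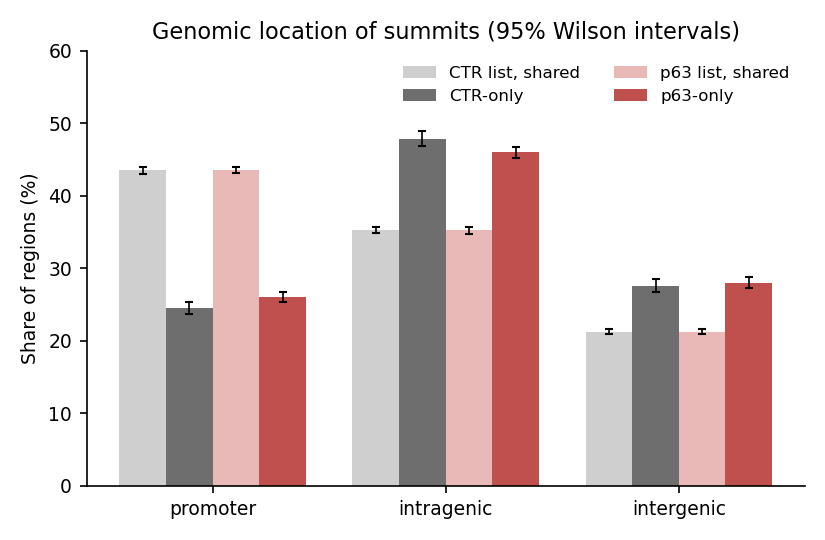
Share of summits (%) in promoters, other intragenic sequence and intergenic sequence, for shared and list-only regions of each list, with 95% Wilson intervals as error bars. Promoters hold 24.5% of CTR-only and 26.0% of p63-only regions, against 43.5% and 43.6% of shared regions.

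To ask whether regions open only with p63 carried its recognition sequence, summits were scanned for the full p63 site. A site lay within 100 bp of the summit in 1698 of 14931 p63-only regions (11.4%, 95% Wilson interval 10.9 to 11.9%) and in 659 of 47412 shared regions of the same list (1.39%, 1.29 to 1.5%), a ratio of 8.18. Windows 2 kb beside the summits held a site in 1.11% of p63-only and 1.01% of shared cases. The p63-only share was higher than in all 10000 reassignments within GC deciles and higher than the shared share in 23 of 23 chromosomes. Among p63-only regions that were absent from the CTR list at any threshold the share was 18.8% (17.9 to 19.7%), and among those present below the threshold it was 3.95% (3.53 to 4.41%). In the CTR list, 47 of 9339 CTR-only regions had a site (0.503%, 0.379 to 0.669%), against 481 of 47341 shared regions (1.02%, 0.930 to 1.11%) and 0.905% of the windows beside CTR-only summits. The CTR-only share was lower than in all 10000 reassignments and lower in 21 of 23 chromosomes. Allowing 4 mismatches moved the p63-only difference from 9.98 to 17.9 percentage points.

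The sites were concentrated at the summits of p63-only regions. Within 50 bp of the summit there were 872 sites per kb per 1000 p63-only regions, against 57.9 between 500 and 1000 bp, a ratio of 15.1. The same ratio was 1.57 in shared regions of the p63 list, 1.1 in shared regions of the CTR list and 0.436 in CTR-only regions.

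**Figure D4:**
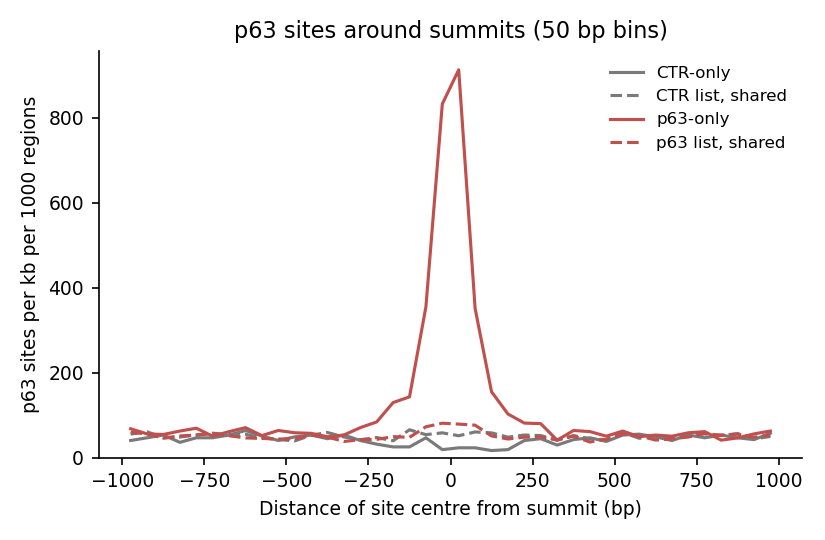
Density of p63 sites with at most 3 mismatches (sites per kb per 1000 regions, in bins of 50 bp) against the distance of the site centre from the summit in bp, for list-only (solid) and shared (dashed) regions of each list. The density in p63-only regions averages 872 within 50 bp of the summit and 57.9 beyond 500 bp.

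The share of p63-only regions depended on how closely the best sequence matched the site. Of the regions of the p63 list whose best sequence had 0 mismatches, 71 of 83 were p63-only (85.5%, 95% Wilson interval 76.4 to 91.5%). The share was 84.4% at 1 mismatch, 78.6% at 2, 67.7% at 3, 56.2% at 4, 39.4% at 5 and 26.4% at 6 mismatches. It was 16.5% at 7 or more mismatches and 19% where no pair of cores was present. In the CTR list the CTR-only share was 10.4% at 3 mismatches, 11.5% at 6 and 21.6% without a pair of cores.

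**Figure D5:**
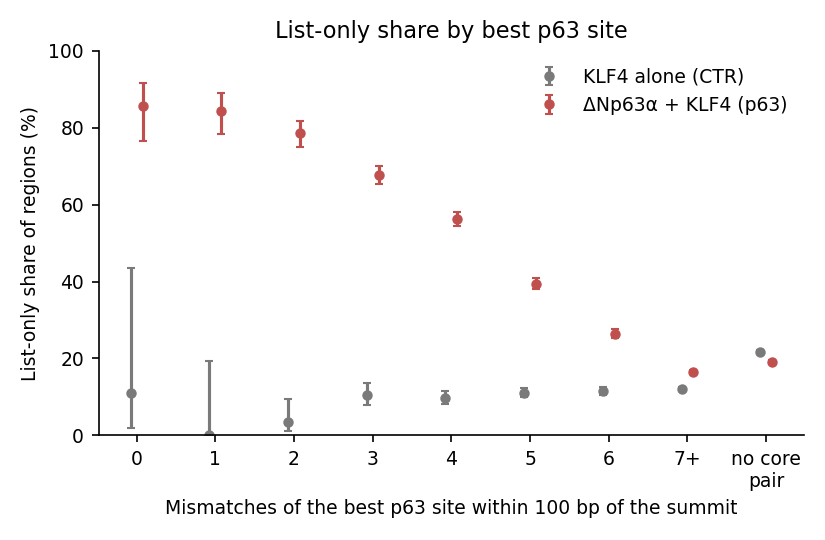
List-only share of regions (%) in each list against the number of mismatches of the best p63 site within 100 bp of the summit, with 95% Wilson intervals. The p63-only share declines from 85.5% at 0 mismatches to 16.5% at 7 or more, and the CTR-only share lies at 10.4% at 3 mismatches and 21.6% without a pair of cores.

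The other 4 motifs were compared in the same way, which gave 10 motif comparisons in all with the p63 site. AP-1 motifs lay near 22% of p63-only and 26.4% of shared summits, a GC-matched difference of −8.93 percentage points, and near 26.1% of CTR-only and 27.0% of shared summits, a GC-matched difference of −7.15 percentage points. KLF motifs were found at 4.07% of p63-only and 3.19% of CTR-only summits, against 8.11% and 8.23% of shared summits. After GC matching the KLF differences were −0.524 and −0.406 percentage points, both outside the central 95% of reassignments. TEAD motifs lay near 7.90% of p63-only and 8.35% of shared summits, a GC-matched difference of −1.68 percentage points. In the CTR list they lay near 11% of CTR-only and 8.49% of shared summits, a GC-matched difference of 0.438 percentage points that fell inside the central 95% of reassignments. CTCF motifs lay near 12.8% of CTR-only and 9.19% of shared summits, a GC-matched difference of 5.34 percentage points that was −0.143 within deciles of −log10 q. The share was 20.3% (95% Wilson interval 18.6 to 22.2%) in CTR-only regions absent from the p63 list and 10.9% (10.2 to 11.6%) in those present below the threshold. In the p63 list CTCF motifs lay near 6.94% of p63-only and 8.86% of shared summits, a GC-matched difference of −2.57 percentage points.

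As the study followed the conversion of fibroblasts towards keratinocyte-like cells, list-only regions near genes of both cell types were counted. Near the 40 keratinocyte genes there were 72 p63-only regions, each counted once, against a median of 59 in random gene lists (central 95% range 44 to 76), and 29 of the genes had at least 1. Of the 10000 random lists 667 reached 72, a share of 0.134 on both sides and 0.362 after Benjamini-Hochberg adjustment over the 4 comparisons, so the count did not stand apart from random lists. Some listed genes are neighbours, and when a region was counted again for each listed gene near it, which was calculated first and is not the count fixed in advance, there were 79 pairs of a region and a gene. Of the random lists 123 reached 79 pairs, a share of 0.0248 on both sides and 0.0992 after adjustment. Without TP63 there were 71 regions against a median of 58. Near keratinocyte genes there were 26 CTR-only regions against a median of 32 (21 to 45). Near the 40 fibroblast genes there were 58 p63-only regions against a median of 70 (53 to 89), and 28 of these genes had at least 1. CTR-only regions near fibroblast genes numbered 44 against a median of 39 (26 to 52). These 3 counts of regions also fell inside the central 95% of random lists. With regions of −log10 q of 20 or more, the CTR-only count near fibroblast genes was 1.48 times the random median and outside that range, and with equal numbers of top-ranked peaks the p63-only count near keratinocyte genes was 1.37 times the random median and outside that range.

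Both measured target genes had p63-only regions nearby. Within 50 kb of KRT14 (ENSG00000186847.6, chromosome 17, 41582279 to 41586895, minus strand) the p63 list had 3 p63-only and 6 shared regions, and the CTR list had 6 shared regions. The p63-only region at 41621021 to 41621478 had its summit within KRT17, 59 bp from an annotated TSS of that gene. Its fold enrichment was 6.97 and its −log10 q 17.6, and it contained the site GAACAAGCCAGAACATGTAG at 41621288 to 41621307 with 3 mismatches. Another lay at 41625749 to 41626000, with its summit outside the gene and 982 bp from a different annotated TSS of KRT17. The last lay at 41537988 to 41538347, in intergenic sequence nearest to KRT19. Near DSP (ENSG00000096696.16, chromosome 6, 7541338 to 7586714, plus strand) 1 p63-only region lay within the gene at 7553650 to 7554001, with a fold enrichment of 13.6 and a −log10 q of 32.2. It overlapped a CTR peak below the threshold, and its best sequence had 4 mismatches.

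Of the p63 peaks without any CTR peak, the strongest lay within SH2D4B on chromosome 10 at 80618969 to 80619478, with a fold enrichment of 22.2 and a −log10 q of 98.7. It contained the site AAGCAAGCCTGGACTTGTTT at 80619244 to 80619263 with 0 mismatches. The next lay within LINC01708 on chromosome 1 at 99580328 to 99580987, with a fold enrichment of 22.4. A peak on chromosome 1 at 630274 to 630463 ranked next by a −log10 q of 93.9, but its fold enrichment was 1.61 and it lay within MTND2P28, a pseudogene copy of a mitochondrial gene. The remaining 2 lay in intergenic sequence on chromosome 11 at 109241988 to 109242496, nearest to C11orf87, and on chromosome 3 at 108006248 to 108006693, nearest to CD47, with best sequences of 5 and 4 mismatches. The strongest CTR peaks without any p63 peak, with a −log10 q from 28.4 to 32.8, lay in intergenic sequence on chromosome 2 at 42968005 to 42968413, nearest to HAAO, and within NXPE3 on chromosome 3 at 101803301 to 101803778, SEMA3A on chromosome 7 at 84231161 to 84231727, ITGA8 on chromosome 10 at 15585381 to 15585694 and PLEKHA7 on chromosome 11 at 16785583 to 16785909. None of these 5 contained a p63 site.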

Values the study reported

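At 72 h of doxycycline treatment, the study counted approximately 57000 open regions in fibroblasts with KLF4 only and about 62000 in those with KLF4 and p63. Its ChIP-seq with antibodies against p63 yielded about 26000 binding sites of the wild type protein, almost 80% of them outside promoters. Accessible chromatin held 53% of the ΔNp63α sites. Of these accessible sites, 50% were reported as open only with p63 bound.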

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

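Direction and position relative to the central 95% of random draws were the same for the promoter shares of both lists and for the p63 site share of p63-only regions under each alternative that was run. The promoter difference ranged from −22.2 to −5.24 percentage points for CTR-only and from −22.9 to −7.29 for p63-only regions, and the p63 site difference of p63-only regions ranged from 3.97 to 17.9 percentage points. A number of regions was called alike when it stayed within a factor of 1.5, a shared share when it stayed within its 95% Wilson interval, and a difference or ratio tested by random draws when it kept its direction and its side of the central 95%, whatever its size. Under these rules, counting each result under each alternative that could change it, 89 were alike, 20 moved, 2 became weaker, 5 became stronger and 2 reversed. Values called alike could still differ much in size.

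With all deposited peaks there were 101142 CTR and 109486 p63 regions, 21614 CTR-only and 29687 p63-only regions, and shared shares of 78.6% and 72.9%. At a −log10 q of 20 or more there were 32154 and 36118 regions, 4937 CTR-only and 8878 p63-only regions, and shared shares of 84.6% and 75.4%. When only regions absent from the other list at any threshold were called list-only, 1864 CTR-only and 7459 p63-only regions were left, and the shared shares were 96.7% and 88%. Requiring an overlap of at least 50% of both peaks gave 11571 CTR-only and 17234 p63-only regions and shared shares of 79.6% and 72.4%, and equal numbers of top-ranked peaks gave 11729 and 11707 list-only regions and a shared share of 79.3% in both lists. By construction, the absence rule can only raise and the 50% rule can only lower the shared shares. For the shares under the other rules the cause was not tested.

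The results at gene lists and the smaller motif differences changed with the setting. The p63-only count at keratinocyte genes lay between 1.07 and 1.37 times the random median over 9 alternatives and passed the central 95% of random lists under 2 of them, at 1.37 times with equal numbers of top-ranked peaks and at 1.34 times for pairs of a region and a gene. In the pair count, regions near neighbouring listed genes enter more than once. The CTR-only count at keratinocyte genes reversed to 1.17 times the random median for absent regions, inside the central 95%, and the CTR-only count at fibroblast genes rose to 1.48 times at a −log10 q of 20 or more. The p63 site difference of CTR-only regions shrank to −0.237 percentage points with the 50% overlap, inside the central 95% of reassignments. The CTR-only difference of KLF motifs was −0.0568 percentage points within 50 bp of the summit, and that of TEAD motifs moved outside the range, to 2.26 percentage points within deciles of −log10 q and 0.624 within 50 bp. Apart from the pair count and the CTCF motif, the cause was not tested. The CTCF difference of CTR-only regions reversed to −0.143 percentage points within deciles of −log10 q, a change described among the other observations.

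Merging touching peaks and collapsing identical intervals removed nothing, so those settings could not change any result and are left out of the counts above. No paired analysis was possible because the replicate numbers that the groups share do not appear in the lists. By the study's account each list was called from both replicates. For the same reason, leaving out each replicate in turn could not be run. At the threshold the analysed regions had summits with at least 15 reads, and a region called list-only can be one whose coverage fell short in the other list.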

Other observations

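The tests of closeness to the threshold, of background coverage, of sensitivity by sequence, of GC content in paired regions, of the CTCF motif and of windows along the chromosomes, and the genome-wide scan of coding exons, were chosen only after the results had been seen. The margins by which a test was read, and the limit of 6 mismatches used below, were also set at that stage. For the CTCF motif by part, the reading was changed once more with its values known, so that a share below that of shared regions no longer counts as an excess.

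List-only regions can arise where a peak falls just short of the threshold in the other list. A peak of the other list below the threshold, however weak, was overlapped by 80.0% of CTR-only and 50.04% of p63-only regions. A peak of the other list with a −log10 q of 5 or more, a limit set before these shares were calculated, was overlapped by 66.9% of CTR-only regions (95% Wilson interval 66.0 to 67.9%), so most of them may be differences of degree near the threshold. For p63-only regions the share was 39.4% (38.6 to 40.2%), which argues against the edge of the threshold as the source of most of them.

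The low promoter share of list-only regions could follow from their weakness. Within deciles of −log10 q the difference was still −6.83 percentage points in the CTR list and −7.29 in the p63 list, outside the central 95% of reassignments, which argues against peak strength as the whole cause. Within GC deciles, an added alternative, it was −5.24 and −8.76 percentage points, so neither property accounts for it alone. No biological cause was tested.

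The p63 sites in p63-only regions were weighed against technical explanations. Within GC deciles the difference was 9.85 percentage points, windows 2 kb beside p63-only summits held a site in 1.11% of cases, and at equal numbers of top-ranked peaks the difference was 11.3 percentage points. Each of these values argues against GC content, the background of distal sequence, or a difference in the depth or quality of the libraries as the source of the sites. Opening of chromatin where ΔNp63α meets its recognition sequence is therefore a candidate explanation for the part of the p63-only regions that carries a site. From these lists alone it remains a hypothesis, since each condition is a single list from its own polyclonal line. The study's ChIP-seq reported p63 binding sites in chromatin open only with p63, as given among its values above. Binding was not examined here, so direct action of p63 at p63-only regions without a site is left open.

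The larger number of regions in the p63 list does not come with more background coverage, as the ratio of 0.957 is under 1. This argues against a greater total of reads. It does not exclude more usable reads, as the share of reads within peaks is not known. Peaks on mitochondrial DNA, 5 in the CTR list and 7 in the p63 list, show that reads from it were kept. The ratio rests on the same options of the peak caller in both lists. An equal gain in sensitivity for all sequences is also argued against, since regions with a p63 site of at most 3 mismatches were 4.46 times as many in the p63 list as in the CTR list, while regions with a scrambled site, of the same cores with exchanged flanks, were 1.09 times as many. A single scrambled sequence was tried. The 5663 additional regions are a net difference between the lists and not a count of p63-only regions. Regions with a site of at most 3 mismatches made up 1829 of this difference, or 32.3%. With at most 6 mismatches, site-like sequences gave a surplus of 6115 regions, more than the whole difference. The remaining regions numbered 47112 in the p63 list and 47564 in the CTR list. Of the 14931 p63-only regions, however, 3531 had a best sequence of 7 or more mismatches and 4896 held no pair of cores. At 6 mismatches or fewer the scrambled site gave a surplus of 1859 regions, so part of the gain at loose limits is not specific to the p63 site. At 4, 5 and 6 mismatches the p63-only share was 56.2%, 39.4% and 26.4%, against 16.5% at 7 or more and 19% without a pair of cores. These shares argue against a quality difference alike for all sequences as the whole cause there. The ratio of p63-only to CTR-only regions at equal numbers of top-ranked peaks, 0.998, is fixed near 1 by the equal numbers. For regions without a site-like sequence, a difference in the quality of the libraries therefore cannot be told apart from an effect of p63.

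The peaks within TP63 exons may come from the integrated cDNA copies of ΔNp63α and not from the endogenous gene. The p63 list held 2 such peaks and the CTR list 0, and both lay within coding sequence. Among p63-only regions genome-wide, 29 lay wholly within a coding exon, and TP63 was the only gene with 2 of them, while no gene had 2 among the 15 such CTR-only regions. Among shared regions of either list MACF1, for which no construct was used, also had peaks in at least 2 coding exons, so such a pair of peaks can arise without cDNA copies, and the difference between the lists is what sets TP63 apart. The other long TP63 exons carried no peak, so the evidence rests on these 2 exons. For KLF4, a peak lay within exon 3 in 2 of 2 lists. As KLF4 was expressed in both groups, copies of its cDNA and accessibility of the endogenous exon cannot be told apart, since neither list serves as a control.

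CTR-only regions were AT-rich, with a median GC content of 44.8%. A GC-dependent difference between the libraries is a candidate explanation. Of 64173 pairs of summits within 100 bp of each other in the lists, 51770 had no site-like sequence of at most 6 mismatches, and each was ranked by −log10 q within its list. In the lowest GC decile, promoter regions ranked lower in the p63 list by a median of −5.44 percentile points (95% bootstrap interval −6.30 to −4.65), and distal regions by −6.05. In the highest GC decile the promoter shift was −0.0528 (−0.205 to 0.0643). A shift that is alike in promoters and distal regions is what a difference in the libraries would give, but closing of AT-rich regions in the presence of p63 was not excluded.

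CTCF motifs were more frequent in CTR-only than in shared regions. GC content is argued against, since the difference within GC deciles was 5.34 percentage points. The value of −0.143 percentage points within deciles of −log10 q hides opposite parts. In CTR-only regions absent from the p63 list the excess over shared regions of the CTR list was 7.31 percentage points within deciles of −log10 q, 3.37 within deciles of width and 3.85 within joint deciles of both, each above all 10000 reassignments, which argues against weak or narrow peaks as the whole cause there. In CTR-only regions present below the threshold no excess was left, with differences of −2.08, −2.60 and −2.83 percentage points in the same comparisons, so weakness or narrowness may account for the excess in that part. For the absent regions the cause stays open, and loss of accessibility at CTCF sites in the presence of p63 was not tested.

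When chromosomes were divided into windows of 1 Mb, the window with the most extreme number of p63-only regions among 1409 with at least 20 peaks was chromosome 1 from 152000001 to 153000000, where 25 of 43 regions were p63-only. This window holds genes of the epidermal differentiation complex, FLG and IVL among them. In 0 of 1000 reassignments within chromosomes was any window as extreme, which argues against random placement. Of the 25 regions, 5 had a p63 site, and 12 overlapped no CTR peak at any threshold. The rest overlapped a CTR peak below the threshold. The next window, on chromosome 3 from 13000001 to 14000000, had 26 of 46 regions and was matched in 1 of 1000 reassignments. A further window of the p63 list, on chromosome 8 from 10000001 to 11000000, had 17 of 27 regions and was matched in 19 of 1000. In the CTR list the most extreme window, on chromosome 4 from 140000001 to 141000000, had 16 of 32 regions and was matched in 32 of 1000. The reassignments ignore any tendency of neighbouring regions to change together. They were also not matched on promoter location, GC content or peak strength, which differ between list-only and shared regions. A window rich in weak or distal regions could therefore stand out for that reason, which was not tested. Opening of the complex in the presence of p63 is one hypothesis. A chromosomal difference between the polyclonal lines, which was not tested, is another.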
